A study of Quercus robur with 6 samples. Its data were reported in "Oaks drought-induced responses under root types: gene and microRNA cooperation" (2025).

How the data were processed

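Degradome sequencing reads the 5′ ends of uncapped RNA fragments. A transcript sliced under the guidance of a microRNA (miRNA) leaves a fragment that begins at a fixed base, so reads pile up at that base, called the slice position. The assay was applied to 6 libraries of root RNA from pedunculate oak (Quercus robur) seedlings, 3 from well-watered plants (control) and 3 from plants under drought stress, with taproot and lateral root material combined in each library. Per the labels, plants were acclimatised for 8 weeks, drought lasted 4 weeks with soil moisture at 25% of the control level, and single-end reads of 50 nt were sequenced. The sample titles do not say whether the seedlings came from containers or were sown in rhizotrons. The comparison of control with drought could therefore not be tied to a cultivation method. The sequencing instrument, the minimum read number and the minimum RNA integrity are stated differently in the labels and in the study. None of them was used here.

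Per the file headers, the authors ran CleaveLand4 version 4.5 on each library separately, with a p-value limit of 0.05, all 5 degradome categories (0 to 4) allowed, the longest transcripts of the PM1N assembly as the transcriptome and one alignment file of miRNA sequences shared by the libraries. Each deposited table lists miRNA-site pairs that passed this limit and nothing below it. The deposited p-value is the chance that a position of the pair's category falls at the slice position of any alignment ranked as high. It is not corrected for the number of miRNAs and categories searched. The deposited Allen score is a penalty for mismatches between miRNA and target, with 0 for a perfect match. The deposited MFE ratio is the minimum free energy of the duplex relative to that of a perfectly matched duplex, so 1 is the best value. The other deposited columns used were the category, the positions of the target site and slice position on the transcript, and the sequences of both strands. Category 0 stands for a slice position with more than 1 read that is the single maximum of its transcript. In category 1 the maximum is shared with another position, in category 2 the position lies below the maximum but above the typical level of the transcript, in category 3 it lies at or below that level, and in category 4 it holds 1 read.

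The tables hold no read counts, so the depth of the libraries is unknown from them and no value carries a counting error of reads. Shares of pairs in one library were given an exact (Clopper-Pearson) 95% binomial interval, which covers counting error of the pairs alone. Part of what depth does could be recovered from the p-values. CleaveLand4 computes p as 1 − (1 − f)^n, where f is the share of transcriptome positions in the category (category density) and n is the rank of the alignment. In each library and category −ln(1 − p) was therefore searched for the largest step of which all values are whole multiples, within a tolerance of 0.001 per unit of divisor, and the step gave f and the ranks. With 5 pairs or more in a category the step is well determined. With fewer, it can be a multiple of the true step, and as an alternative chosen after seeing the data such steps were divided by the whole number that best matched the ranks of the same alignments in the library with most pairs of that category. Ranks, and the p a pair would have had in another library, were taken from the steps resolved in this way. The ranks were taken to be the same in every library when the design was written. This did not hold for 23 of the 49 alignments called in more than 1 library.

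A site was a transcript with a slice position, and a pair a miRNA name with a site. miRNA names were used as deposited, with 19 names of miRBase families and 8 names that the study gave by sequence, here called study-defined miRNAs. Isoforms of a family carry one name in the tables. Groups came from the sample labels. Values per library were compared by a two-sided exact permutation test over the 20 assignments of the libraries to groups of 3, and site sharing by a one-sided exact test over the 10 splits, each with a smallest possible p of 0.1. Single sites were compared by a two-sided Fisher's exact test. Benjamini-Hochberg adjustment was applied over the 8 library comparisons, over the 27 miRNA names and over the 89 sites, respectively. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

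Before the data were examined, 3 sets of pairs were chosen to be named. They were the pairs called in all 6 libraries (at most the 10 with the lowest geometric mean p), the sites called in all 3 libraries of one condition and in none of the other, and the miR166, miR396 and miR167 targets discussed by the study, which the study chose on these same libraries. The alternatives fixed at that stage were a p-value limit of 0.01, categories 0 to 2 alone, an Allen score of at most 4, miRBase families alone, one common category density for all libraries, other definitions of a site, the replicate number as a block, and leaving out each library in turn. The common density of a category was the highest found in any library. The tables pair no transcript with a gene name, the table of gene names used for reference shares no identifier with them, and no transcript sequences were used here, so transcripts are given by their identifiers and the planned check of target classes was not run.

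The procedures were tested on simulated data. For the 89 sites with their recurrence shuffled over libraries in 200 rounds, a mean of 1.29 sites separated the conditions by chance. The power to find sites that differ in part was not simulated. For category densities, simulated with the number of pairs of each library, the density was recovered in 99.9% of simulated libraries for category 0, 91.2% for category 1, 100% for category 2, 63.6% for category 3 and 98.2% for category 4. For category 4, drought replicates 2 and 3 were simulated around densities that take their calls to be at rank 1. The 98.2% therefore does not test that assumption. For comparisons of 1 value per library, a planted shift of 3 spreads reached the smallest p in 92.0% of 200 rounds and no shift did so in 7.5%.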

Results

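The degradome tables asked which transcripts are sliced under the guidance of miRNAs in oak roots, and whether these targets differ between well-watered and drought-stressed plants. Over the 6 libraries 231 calls of a miRNA-site pair were listed. They came from 89 distinct sites on 85 transcripts and from 27 miRNA names, of which 19 belonged to miRBase families and 8 were study-defined. No site was called with more than 1 miRNA name in one library, so pairs and sites had equal numbers. The p-values ran from 0.000305 to 0.0496, and the depth of the libraries is unknown from the tables. With 3 libraries per condition the smallest p that the exact tests allow is 0.1, so no comparison of single values could pass 0.05.

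The number of cleavage sites per library was 37, 45 and 37 in control replicates 1, 2 and 3 and 33, 41 and 38 in the drought replicates. Its mean was 39.7 ± 4.62 (SD, n = 3) in control and 37.3 ± 4.04 (SD, n = 3) under drought. The difference of −2.33 sites was smaller than the spread between replicates (two-sided exact permutation test, p = 0.7, adjusted p = 0.933). Among the alternatives, the p-value limit of 0.01 moved this result most, to a difference of 2.33 sites, the opposite direction (two-sided exact permutation test, p = 0.4). Without control replicate 2, the library with the most sites, the difference was 0.333. Target transcripts numbered 38.3 ± 4.93 (SD, n = 3) in control and 36.0 ± 4.00 (SD, n = 3) under drought, also within the replicate spread (two-sided exact permutation test, p = 0.7).

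The share of the strongest evidence class was compared next. Category 0, in which the slice position holds the single highest read number of its transcript, made up 40.5% of the sites of control replicate 1 (exact 95% interval 24.8% to 57.9%), 42.2% of control replicate 2 (27.7% to 57.8%) and 51.4% of control replicate 3 (34.4% to 68.1%). It made up 45.5% (28.1% to 63.6%), 51.2% (35.1% to 67.1%) and 50.0% (33.4% to 66.6%) of the sites in drought replicates 1, 2 and 3. The means of 44.7% ± 5.82 and 48.9% ± 3.04 (SD, n = 3 each) differed by 4.19 percentage points (two-sided exact permutation test, p = 0.4), and by 2.10 without control replicate 1 or 7.51 without control replicate 3. No category 4 call was listed for drought replicate 1, against 3 to 6 in each of the other libraries.

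**Figure D1:**
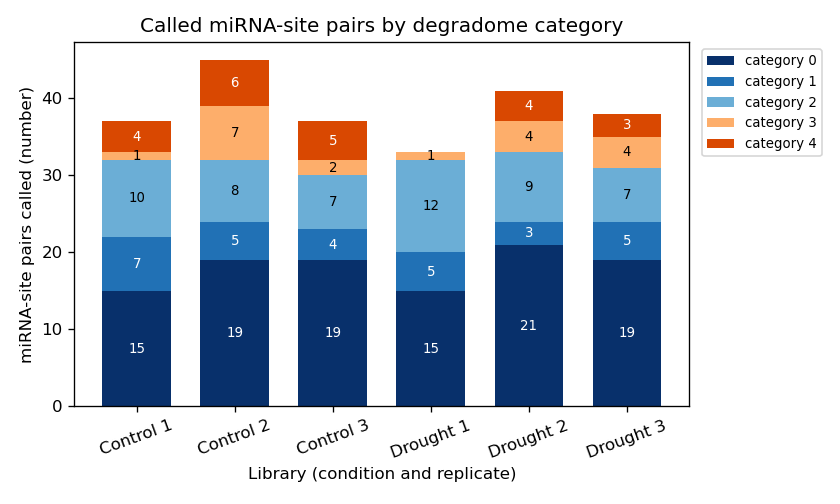
Stacked bars give the number of miRNA-site pairs called in each library (vertical axis, number of pairs) by degradome category (colours, with 0 the strongest class and 4 a single read). Category 0 pairs number 15 to 19 per control library and 15 to 21 per drought library, and drought replicate 1 has no category 4 pair.

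Study-defined miRNAs accounted for 24.2% ± 4.58 of the pairs in control and 18.8% ± 2.05 under drought (SD, n = 3 each), a difference of −5.44 percentage points (two-sided exact permutation test, p = 0.2, adjusted p = 0.8). With categories 0 to 2 alone the difference changed direction, to 1.65 percentage points. Alignment quality did not differ beyond the replicate spread. The median Allen score was 3.50 in every control library and averaged 3.42 ± 0.144 (SD, n = 3) under drought (two-sided exact permutation test, p = 1). The median MFE ratio averaged 0.854 ± 0.00571 in control and 0.858 ± 0.0171 under drought (SD, n = 3 each; two-sided exact permutation test, p = 1). Of the 8 library comparisons, none had an adjusted p below 0.8.

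Recurrence of sites between libraries was limited. Of the 89 sites, 42 (47.2%) were called in 1 library, 11 in 2, 13 in 3, 3 in 4, 4 in 5 and 16 (18.0%) in all 6. Those 16 sites supplied 41.6% of all calls. A total of 66 sites were called in at least 1 control library and 59 in at least 1 drought library, with 36 in both. The Jaccard index, the number of shared sites over the number in either library, averaged 0.464 for the 6 pairs of libraries of one condition and 0.411 for the 9 pairs of different conditions. The difference of 0.0522 was the largest of the 10 splits of the 6 libraries (one-sided exact permutation test, p = 0.1, the smallest possible). It moved most when sites of one miRNA with the same target sequence were merged, to 0.0204 (one-sided exact permutation test, p = 0.2), an alternative chosen after seeing the data. The real split was also not the largest with an Allen score of at most 4 (0.0253, p = 0.3), one common category density (0.0247, p = 0.3), the p-value limit of 0.01 (0.0281, p = 0.2) and categories 0 to 2 (0.0372, p = 0.2), each by the one-sided exact permutation test. Without drought replicate 1 the difference was 0.0523 and 2 of the 10 splits gave as much (p = 0.2 in the same exact test). Within conditions the index ranged from 0.414 to 0.549 and between conditions from 0.373 to 0.456, so the ranges overlapped.

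All 16 pairs called in every library involved miRBase families. miR160 and miR396 contributed 4 each, miR166 and miR167 contributed 2 each, and miR156, miR157, miR159 and miR393 contributed 1 each. Of these pairs, 8 were in category 0 in all 6 libraries and 7 changed category between libraries. Positions below count from the first base of the transcript in the PM1N set. The lowest geometric mean p, 0.000333, belonged to miR166 (UCGGACCAGGCUUCAUUCCCC) and the site at 1684 to 1704 of Qrob_T0357230.2, with slice position 1695, an Allen score of 3 and an MFE ratio of 0.859. The study discussed this transcript. A further miR166 isoform had a call at 1697 of that transcript in 3 libraries. miR160 followed with slice position 1337 of Qrob_T0535990.2 (geometric mean p 0.000635), 1388 of Qrob_T0327960.2 (0.00115), 1343 of Qrob_T0636470.2 (0.00133) and 2006 of Qrob_T0438850.2 (0.00380). Slice positions 1337 of Qrob_T0535990.2 and 2006 of Qrob_T0438850.2 lay in the same target sequence, AGGCAUACAGGGAGCCAGGCA, so their calls are uncertain as separate sites. miR396 had slice positions 869 of Qrob_T0415350.2 (geometric mean p 0.00113) and 637 of Qrob_T0026800.2 (0.00166) among these pairs. The remaining ones were 2552 of Qrob_T0190770.2 with miR167 (geometric mean p 0.00143), 1302 of Qrob_T0343720.2 with miR156 (0.00167) and 559 of Qrob_T0633190.2 with miR166 (0.00230). Slice positions 637 of Qrob_T0026800.2, 2552 of Qrob_T0190770.2 and 1302 of Qrob_T0343720.2 also had target sequences called on other transcripts. The same uncertainty therefore applies to them. Over the 16 pairs p ranged from 0.000305 to 0.0424.

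Among the targets discussed by the study, miR396 with slice position 527 of Qrob_T0769850.2 was in category 0 in all 6 libraries (p from 0.00461 to 0.00587, Allen score 5, MFE ratio 0.773), as were 637 of Qrob_T0026800.2 and 2552 of Qrob_T0190770.2. miR166 with slice position 1176 of Qrob_T0602040.2 was called in 5 libraries, in category 0 or 1 (p from 0.000916 to 0.00140), and not in control replicate 1.

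The mean category of the 16 shared pairs, where a lower number is stronger evidence, was 0.833 ± 0.0955 in control and 0.646 ± 0.144 under drought (SD, n = 3 each). The difference of −0.188 did not exceed what other groupings gave (two-sided exact permutation test, p = 0.3). It was −0.102 without control replicate 1 and −0.271 without drought replicate 1.

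**Figure D2:**
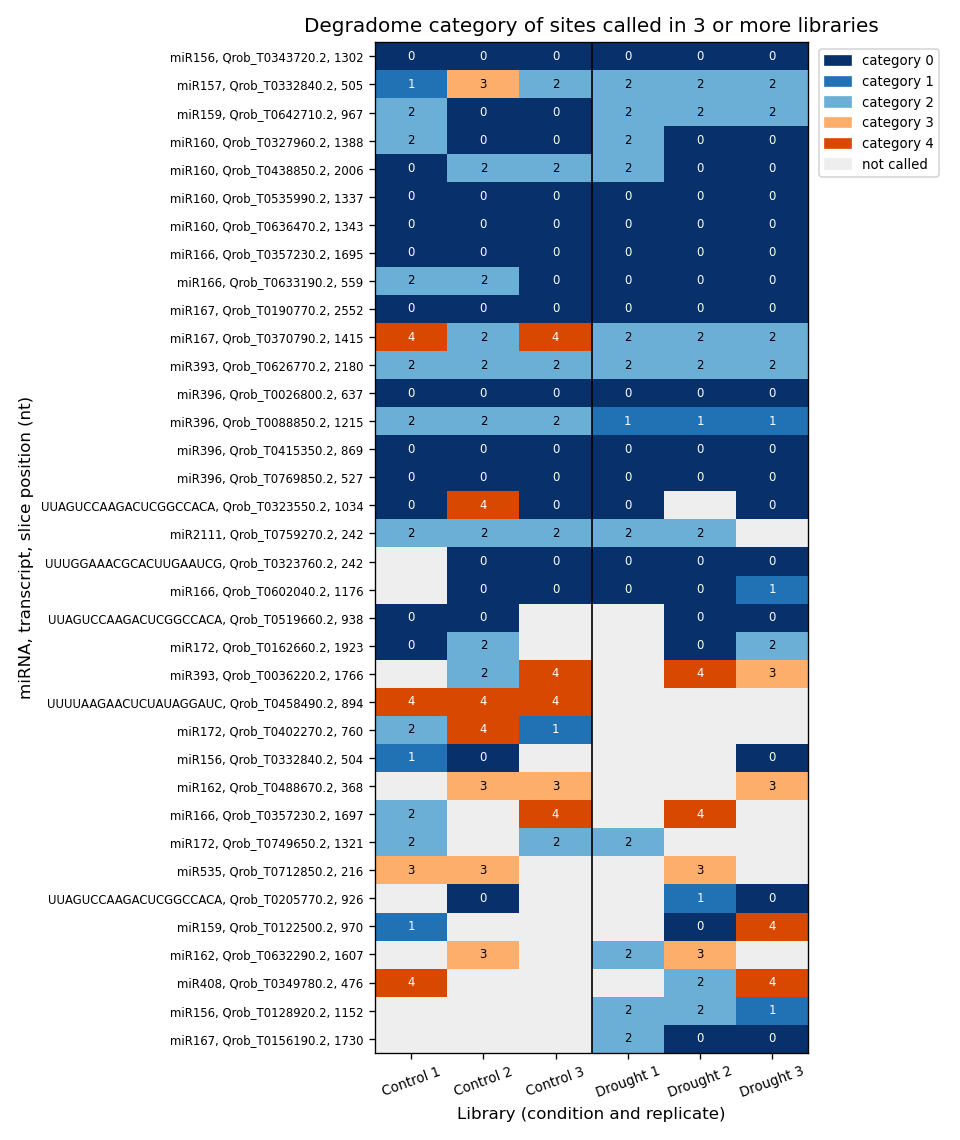
Rows are the sites called in 3 or more libraries (miRNA, transcript and slice position in nt) and columns the 6 libraries, with the degradome category as colour and digit and grey for no call. The 16 sites in all 6 libraries are at the top, and 4 sites are called in all 3 libraries of one condition and in none of the other.

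To find targets tied to one condition, sites called in all 3 libraries of a condition and in none of the other were counted. There were 4, against 1.3 that chance would give for the 13 sites called in exactly 3 libraries (10% of them). For each of the 4 sites the two-sided Fisher's exact test gave p = 0.1, with an adjusted p of 1, and 0 sites had an unadjusted p under 0.05. In control only, a study-defined miRNA (UUUUAAGAACUCUAUAGGAUC) was called at 880 to 903 of Qrob_T0458490.2, slice position 894, in category 4 with p from 0.0442 to 0.0479, and miR172 (AGAAUCUUGAUGAUGCUGCAU) was called at 749 to 769 of Qrob_T0402270.2, slice position 760, in categories 2, 4 and 1. In drought only, miR167 (UGAAGCUGCCAGCAUGAUCUA) was called at 1719 to 1739 of Qrob_T0156190.2, slice position 1730, in categories 2, 0 and 0, and miR156 at 1144 to 1161 of Qrob_T0128920.2, slice position 1152, in categories 2, 2 and 1. The Allen score was 8.5 for the site on Qrob_T0458490.2, 2 on Qrob_T0402270.2, 5 on Qrob_T0156190.2 and 1 to 2 on Qrob_T0128920.2. For 3 of the 4 sites, all but the one on Qrob_T0458490.2, the same target sequence was also called on another transcript. One common category density, the highest of any library, was a stricter limit for some libraries than for others. All 38 pairs of drought replicate 3 were kept, against 36 of 45 in control replicate 2, and no category 4 call of rank 2 could pass. When each pair had to pass the p-value limit at that common density, 1 site separated the conditions, and it was none of these 4. It was slice position 1215 of Qrob_T0088850.2 with miR396, named after its values were seen.

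Counts of sites were also compared for each of the 27 miRNA names. None had an adjusted p under 0.05 and none an unadjusted p under 0.05 (two-sided exact permutation tests). At the smallest possible p of 0.1 (adjusted p 0.9) were 3 names, where chance would place 10% of names whose counts vary freely. miR167 had 2 sites in every control library and 3.67 ± 0.577 under drought, miR390 had 0 and 1.33 ± 0.577 (SD, n = 3), and the study-defined miRNA UUUUAAGAACUCUAUAGGAUC had 1 in each control library and 0 under drought. For miR390 no site was called in all drought libraries. Drought replicates 2 and 3 shared 1 site, in category 4, and the 2 sites of drought replicate 1 were called in that library alone. miR160 had 4 sites in every library. With the p-value limit of 0.01, categories 0 to 2 alone, an Allen score of at most 4 or one common category density, 1 name was at the smallest p.

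The category densities implied by the p-values showed how the p-value limit acted in each library. In category 0 they were 0.0335% ± 0.000935 of positions in control and 0.0331% ± 0.00249 under drought (SD, n = 3 each; two-sided exact permutation test on log2 values, p = 0.9). In category 1 they were 0.0481% ± 0.00229 and 0.0485% ± 0.00240 (two-sided exact permutation test, p = 0.9). In category 2 they were 1.36%, 1.43% and 1.35% in control replicates 1 to 3 and 1.26%, 1.56% and 1.92% in the drought replicates, a log2 difference of 0.18 (two-sided exact permutation test, p = 0.4) that was 0.024 without drought replicate 3 and 0.33 without drought replicate 1. The category 4 density was 2.42%, 2.24% and 2.29% in control and 2.87% and 3.27% in drought replicates 2 and 3, with no value for drought replicate 1 (log2 difference 0.40, two-sided exact permutation test over 10 assignments, p = 0.1, the smallest possible). All 4 category 4 calls of drought replicate 2 had one p-value, as had all 3 of drought replicate 3, so each of these densities takes its calls to be at rank 1. In category 3 the steps were not all determined in libraries with 1 to 4 pairs, and their difference of 0.72 on the log2 scale (two-sided exact permutation test, p = 0.5) fell to 0.12 when they were resolved by shared alignments. As a result of these densities, category 2 calls could reach rank 3 in each control library and in drought replicate 2, rank 4 in drought replicate 1 and rank 2 in drought replicate 3. Category 4 calls could reach rank 2 in each control library and rank 1 in drought replicates 2 and 3.

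**Figure D3:**
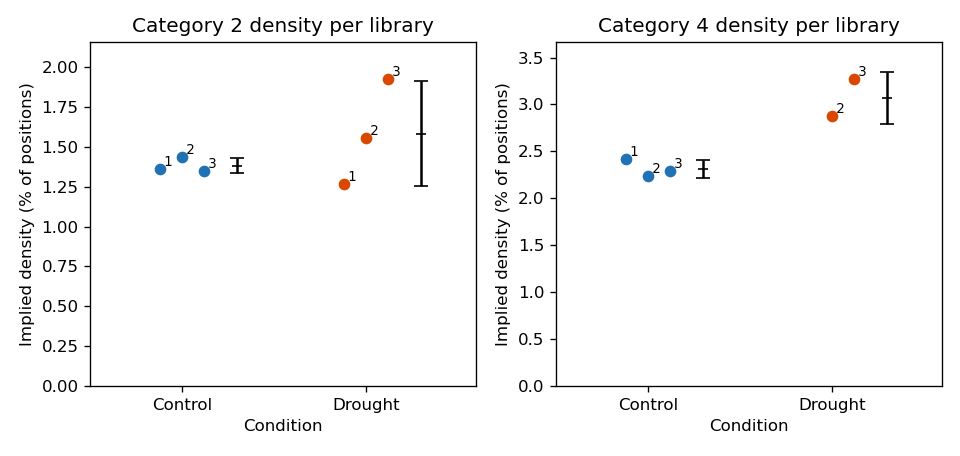
Points are the implied share of transcriptome positions in category 2 (left panel) and category 4 (right panel), in percent, for each library with its replicate number, and black bars are the mean ± SD of each condition. Drought replicates 2 and 3 lie above all control libraries in both panels, and drought replicate 1 lies below them in category 2 and has no value in category 4.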

Values the study reported

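The study reported that each degradome library gave 10,460,321 raw reads or more, a minimum that the labels state differently. At p < 0.05 it counted between 33 and 45 targets per library. It named Qrob_T0357230.2 as ATHB-15 and Qrob_T0602040.2 as REVOLUTA, both targets of miR166, Qrob_T0026800.2 as GRF4 and Qrob_T0769850.2 as GRF10, both targets of miR396, and Qrob_T0190770.2 as ARF6, a target of miR167.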

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

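Merging sites of one miRNA with the same target sequence, and resolving the density steps by shared alignments, were chosen only after the results had been seen. No result passed a threshold of 0.05 in any setting, which the design could not have allowed for values compared between 3 and 3 libraries, so only directions and counts are described. Over the 15 results, 87 alternatives kept all libraries. Of these, 38 left the value as it was, among them nearly all replicate blocks, the exchanges of pairs for sites and the adjusted counts of miRNA names, and they say nothing about stability. Of the 49 that moved a value, 24 kept its direction or stayed within 1.5 times of the count, 14 gave the opposite direction and 11 a difference of 0 or a count more than 1.5 times away.

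The small difference in the number of sites changed direction or came to 0 with each of the 5 filters on calls. It was 2.33 sites with the p-value limit of 0.01, 0.667 with categories 0 to 2, 0.333 with miRBase families alone, and 0 with an Allen score of at most 4 or one common category density. Without one library in turn it ran from −4.17 to 0.333. For transcripts the difference was 2.33, 0.667 and 0.333 under the first 3 settings, 0.333 with an Allen score of at most 4 and 0 with one common density, and it ran from −4.33 to 0.500 without one library. The difference in the category 0 share became −1.09 percentage points with the p-value limit of 0.01. It was 1.17 with one common category density, 2.23 with an Allen score of at most 4 and 2.41 with miRBase families. It ran from 2.10 without control replicate 1 to 7.51 without control replicate 3. For the share of study-defined miRNAs the difference became 1.65 percentage points with categories 0 to 2. It shrank to −0.631 with the limit of 0.01, −0.811 with one common density and −1.72 with an Allen score of at most 4. Without one library in turn it ran from −8.08 to −4.02. The difference in the median Allen score was 0.25 with the limit of 0.01, 0 with categories 0 to 2 or miRBase families, and from −0.125 to 0 without one library. The difference in the median MFE ratio was −0.0112 with the limit of 0.01, −0.000605 with an Allen score of at most 4, −0.00962 with miRBase families, and from −0.00605 to 0.00879 without one library. The cause of these changes was not tested.

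The difference in the category of shared sites kept its negative sign in every setting but one. It was −0.198 for pairs called in at least 2 libraries of each condition (two-sided exact permutation test, p = 0.1, the smallest possible), and ran from −0.102 without control replicate 1 to −0.271 without drought replicate 1. With the limit of 0.01 it was 0, because the 8 pairs that passed in every library were the 8 in category 0 throughout. Category 2 calls could not pass that limit, as all category 2 densities were at least 1.26%.

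Site sharing was higher within conditions in every setting that was run, with differences from 0.0204 to 0.0750, but the real split was the largest of the 10 in 4 of 9 settings that kept all libraries, the replicate block aside. It was not with an Allen score of at most 4 or one common density (one-sided exact permutation tests, p = 0.3), nor with the limit of 0.01, categories 0 to 2 or merged target sequences (one-sided exact permutation tests, p = 0.2). Without one library the difference ran from 0.0318 without drought replicate 2 to 0.0750 without control replicate 2. The count of 4 sites separating the conditions became 1 with the limit of 0.01, 2 with categories 0 to 2, 2 with an Allen score of at most 4, 1 with one common category density and 1 with sites of the same target sequence merged. Without one library it was 4 to 6, but leaving out a library cannot lower this count, so the range says nothing about its stability. With the limit of 0.01 and with the common density, 0 of the 4 sites were retained, and the 1 site counted was slice position 1215 of Qrob_T0088850.2 with miR396, which was called in all 6 libraries before those settings removed its control calls and is named after its values were seen. The number of miRNA names at an adjusted p under 0.05 was 0 in every setting, as the design allows nothing else. The 3 names at the smallest p became 1 with the limit of 0.01, with categories 0 to 2, with an Allen score of at most 4 and with one common density, and 2 with miRBase families or merged target sequences. Without one library there were 2 or 3.

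For the category densities, the log2 difference in category 2 became −0.15 when the step came from the 3 pairs with the smallest p. Without one library it ran from −0.071 to 0.038 in category 0, from −0.028 to 0.042 in category 1, from 0.024 without drought replicate 3 to 0.33 without drought replicate 1 in category 2, from 0.21 without drought replicate 1 to 1.44 without control replicate 1 in category 3, and from 0.31 to 0.50 in category 4. In category 3, with 1 to 4 pairs in 5 libraries, the number of pairs limits what the p-values can give. Read depth behind each call is unknown, which limits every absence of a call to a statement about the p-value limit.

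Replicate numbers were shared between conditions. The correlation of deviations from the condition means over the 89 sites was −0.106, −0.0456 and −0.141 for libraries of the same number. These values gave no sign that the numbers paired the samples, but presence or absence of calls cannot exclude a pairing. With the replicate block, the difference in the number of sites was −2.33 (exact sign-flip permutation test, p = 0.5), and the smallest p over the 15 results was 0.25, the smallest that 3 pairs allow. The planned check of target classes was not run, since no transcript sequences with gene products were used here. Taking pairs or distinct sites as the unit changed nothing, because no site had more than 1 miRNA name in a library.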

Other observations

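The count of separating sites over the splits was planned, and every other test described here was chosen after the results had been seen.

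The 4 sites that separated the conditions were weighed against the other groupings of the libraries. Of the 10 splits of the 6 libraries, 1, the real one, gave as many such sites, and the other splits gave 0 to 2. This share of splits rose from 0.1 to 0.7 with one common category density or with merged target sequences. It was 0.4 with the p-value limit of 0.01, and 0.2 with categories 0 to 2 or an Allen score of at most 4. It stayed at 0.1 with miRBase families alone, with the planned other definitions of a site and without any one library. With 10 splits the share cannot fall under 0.1, so a chance arrangement stays open. The 3 miRNA names whose site numbers did not overlap between conditions (miR167, miR390 and the study-defined UUUUAAGAACUCUAUAGGAUC) were matched by 1 of the 10 splits, the real one, but this is largely the same pattern, since separating sites set names apart. With the separating sites of each split taken out, 1 name was apart in the real split, and 4 of the 10 splits gave as many.

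An absence from a table can arise because the p threshold moved with the category density. The study-defined miRNA site on Qrob_T0458490.2 was called in category 4 at rank 2 in all control libraries. At that category and rank, its p would have been 0.0566 in drought replicate 2 and 0.0643 in drought replicate 3, so in both libraries the same evidence would have been left out. Drought replicate 1 had no category 4 density, and its absence there was not explained. The category 4 densities of drought replicates 2 and 3 rest on calls of a single p in each, taken to be at rank 1. For drought replicate 2, 2 of the 4 alignments had 4 calls in other libraries, in categories with 5 or more pairs, all at rank 1. For drought replicate 3, 2 of the 3 alignments had 3 such calls, with 2 at rank 1 and a highest rank of 2. Together 6 of the 7 calls elsewhere were at rank 1. For the other 3 sites there were 9 absences. In 8 of the 9 the weakest category and rank seen elsewhere would have failed the limit, and in 0 of the 9 would the strongest have failed. The remaining absence was that of the site on Qrob_T0402270.2 from drought replicate 1. Its weakest class, in category 4, could not be judged there, because that library had no category 4 density. A p threshold moving with the category density and a difference between the conditions in slicing therefore cannot be told apart for these sites, because the category that an absent site had is not known. The same held for a site outside the named sets, miR2111 with slice position 242 of Qrob_T0759270.2. It was called in category 2 at rank 3 in 5 libraries and was missing from drought replicate 3, where its p would have been 0.0566. Of the 4 sites missing from 1 library, it was the 1 that would have failed with every category and rank seen elsewhere. A change of the limit with the library may therefore account for that absence, while the others had categories that would have passed.

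Reads shared between transcripts with the same target sequence were considered for the separating sites. The sites on Qrob_T0156190.2, Qrob_T0402270.2 and Qrob_T0128920.2 had target sequences that were called on other transcripts as well, for miR167 on Qrob_T0190770.2 in all 6 libraries. These sites were chosen for their absences, so calls on the other transcript alone cannot weigh against shared reads. For the 8 other target sequences that occurred on more than 1 transcript, there were 31 combinations of library and sequence with a call, and in 17 (54.8%) every transcript was called. The category depends also on the other reads of each transcript, so reads shared between transcripts with the same target sequence cannot be excluded, and the sequences downstream of the sites were not used here. Over all families, 26 of the 89 sites had a target sequence that occurred on more than 1 transcript.

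The site of miR396 at slice position 1215 of Qrob_T0088850.2 was called in every library, in category 2 in all control libraries (p from 0.0398 to 0.0424) and in category 1 in all drought libraries (p from 0.000957 to 0.00205). It was the 1 pair of the 16 shared ones whose categories did not overlap between conditions, and 2 of the 10 splits gave as many such pairs. Its target sequence, CCGUUCAAGAAAGCCUGUGGAA, is also that of slice position 637 on Qrob_T0026800.2, which was in category 0 in all 6 libraries. A biological change under drought stays open and was not tested beyond these splits.

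Ranks recovered from the p-values differed between libraries for 23 of the 49 alignments called in more than 1 library, although one alignment file served all libraries. A candidate explanation is ties in the MFE ratio ordered differently in each run. In 95 comparisons between alignments of one miRNA with different MFE ratio, the ranks kept the order of the ratio in every library in 100% of cases. By Allen score the order was kept in 85.9% of 64 comparisons. The rank therefore appears to follow the MFE ratio with free order among ties, which moves a p-value by a step without any change in the reads. No biological explanation was tested.

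Sites called in 1 library could be chance hits. Over the 35 miRNA sequences with a call, the limits and densities would allow a mean of 7.99 chance calls per library if each sequence had alignments up to the highest rank that passes, and the mean number of single-library sites was 7. The value is no bound, since fewer alignments would lower it and miRNA sequences without a call would raise it. The number alone therefore leaves chance open. The spread of their p-values did not follow the even spread of chance hits. Of 29 single-library calls in categories 0 and 1, 20.7% (exact 95% interval 7.99% to 39.7%) had p above 0.025, the middle of the allowed range, where chance hits of miRNAs with enough alignments would place 50.0%. For sites in 5 or 6 libraries it was 0 of 79 calls. A miRNA with few alignments cannot reach high ranks, and the number of alignments per miRNA was not used here, so this test does not settle the question.

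Sites of study-defined miRNAs recurred less often. Of their 31 sites 22 (71.0%) were called in 1 library, against 20 of 58 (34.5%) for miRBase families (two-sided Fisher's exact test, p = 0.00163, with sites of one miRNA not independent of each other). Weaker alignments of the study-defined miRNAs were tested as a cause. Among sites of rank 9 or better, the share was 62.5% against 18.6% (two-sided Fisher's exact test, p = 0.00297), and in that set the study-defined miRNAs had the higher median MFE ratio, 0.938 against 0.855, which argues against alignment strength as the whole cause. Among sites of higher rank both shares were 80.0%. Sites with the same target sequence on different transcripts were counted separately in all these shares. The study-defined UUUGGAAACGCACUUGAAUCG had 6 of 9 sites in 1 library. Its target sequence CGAUUCAGGUGCGUUUCCAAA was called on 4 transcripts over 5 libraries, and in 0 of these on all 4. Calls split over such transcripts were not tested as a cause and may account for part of the difference. The 3 study-defined miRNAs with most sites had 17 of 25 sites (68.0%) in 1 library, and the others had 5 of 6. Abundance of the miRNAs was not analysed here, and no biological explanation was tested.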
